# BPTF inhibits NK cell activity and the abundance of natural cytotoxicity receptor co-ligands

**DOI:** 10.18632/oncotarget.17834

**Published:** 2017-05-12

**Authors:** Kimberly Mayes, Zeinab Elsayed, Aiman Alhazmi, Michael Waters, Suehyb G. Alkhatib, Mark Roberts, Carolyn Song, Kristen Peterson, Vivian Chan, Nikhil Ailaney, Pumoli Malapati, Tana Blevins, Berislav Lisnić, Catherine I. Dumur, Joseph W. Landry

**Keywords:** BPTF, chromatin remodeling, antitumor immunity, NK cell, heparanase

## Abstract

Using syngeneic BALB/c mouse breast cancer models, we show that the chromatin remodeling subunit bromodomain PHD finger transcription factor (BPTF) suppresses natural killer (NK) cell antitumor activity in the tumor microenvironment (TME). In culture, BPTF suppresses direct natural cytotoxicity receptor (NCR) mediated NK cell cytolytic activity to mouse and human cancer cell lines, demonstrating conserved functions. Blocking mouse NCR1 *in vivo* rescues BPTF KD tumor weights, demonstrating its importance for the control of tumor growth. We discovered that BPTF occupies heparanase (*Hpse*) regulatory elements, activating its expression. Increased heparanase activity results in reduced cell surface abundance of the NCR co-ligands: heparan sulfate proteoglycans (HSPGs). Using gain and loss of function approaches we show that elevated heparanase levels suppress NK cell cytolytic activity to tumor cells in culture. These results suggest that BPTF activates heparanase expression, which in turn reduces cell surface HSPGs and NCR co-ligands, inhibiting NK cell activity. Furthermore, gene expression data from human breast cancer tumors shows that elevated *BPTF* expression correlates with reduced antitumor immune cell signatures, supporting conserved roles for BPTF in suppressing antitumor immunity. Conditional BPTF depletion in established mouse breast tumors enhances antitumor immunity, suggesting that inhibiting BPTF could provide a novel immunotherapy.

## INTRODUCTION

To escape antitumor immunity tumor cells suppress natural killer (NK) cell activity [1]. Toward this end, tumor cells alter ligand presentation to NK cell receptors by acquiring genetic and epigenetic changes to the genome [2]. Understanding how epigenetics affects these changes is important because epigenetic modifications are reversible and, therefore, could be corrected with therapeutics [3].

One class of NK cell activating receptors are the natural cytotoxicity receptors (NCRs)[4]. There are 3 NCRs in humans (NKp30, NKp44, and NKp46) and 1 in mice (NCR1). These receptors can control tumor growth *in vivo*, and promote cytolytic activity to cancer cells *in vitro* [5–8]. Both human and mouse NCRs recognize heparan sulfate (HS) chains on cell surface heparan sulfate proteoglycans (HSPG)[9]. These HS chains bind growth factors, cytokines and proteins to regulate a variety of biological processes [10]. In mammals, HS are removed from HSPGs by heparanase to release bound factors and reorganize the extracellular matrix. In most normal cells *HPSE* expression is low, but it is commonly upregulated in many cancers to promote cell growth, motility, metastasis and inflammation [11].

One epigenetic regulator is the ATP-dependent chromatin remodeling complex, nucleosome remodeling factor (NURF). In mammals it is composed of 3 subunits: bromodomain PHD-finger containing transcription factor (BPTF), which is both essential and unique to NURF; the ISWI ATPase SNF2L; and the WD repeat protein pRBAP46/48 [12–14]. NURF slides nucleosomes *in cis* to alter accessibility of DNA for transcription factor binding, which ultimately regulates gene expression [12]. NURF is essential for embryonic development but is not cell essential [15, 16]. The BPTF gene is frequently amplified and overexpressed in a variety of cancers including breast, lung, and brain [17], though how NURF functions in cancer biology is just beginning to be understood. To better understand how epigenetic regulators, and NURF in particular, influence tumor biology, we pursued a loss of function approach using well established syngeneic breast cancer models.

## RESULTS

### NK cell-mediated antitumor immunity is enhanced to BPTF-depleted breast tumors

To investigate roles for NURF in cancer cell biology, we transduced the well-established 67NR and 66cl4 mouse breast cancer cell lines [18] with retroviruses expressing control (Ctrl-sh1 or Ctrl-sh2) or BPTF shRNAs (Bptf-sh1 or Bptf-sh2) (Figure 1A). BPTF knockdown (KD) was used to deplete NURF because it is unique and essential to the complex [13, 14]. In culture we observed equivalent doubling times, cellular morphology, and levels of apoptosis (Supplementary Figure 1A-1C). To discover novel roles for BPTF in tumor biology, we transplanted the 66cl4 or 67NR lines into the 4^th^ mammary fat pad of syngeneic BALB/c mice. After 3-4 weeks, we observed reduced BPTF KD tumor weight (Figure 1B). Tumor weights were used instead of volume to measure growth because BPTF KD tumors grow flat, confounding volume-based comparisons to controls [19]. Microarray expression profiling of control and BPTF KD tumors discovered an enrichment of genes with gene ontology (GO) terms which included immune response descriptors (Supplementary Figure 2A; Supplementary Data Set 1). 

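Expression in 67NR and 66cl4 tumors from BALB/c mice was measured on Affymetrix mouse arrays, with 3 control and 6 BPTF KD tumors per cell line. 67NR tumors were taken 21 days and 66cl4 tumors 28 days after injection. The authors extracted RNA from frozen tissue, took out necrotic parts beforehand, and deposited log2 values normalized by RMA, which they compared with a t-test. Here, each of 12394 genes was read from its brightest probe set, BPTF KD tumors were compared with controls by limma, and p values were adjusted over all genes. In simulated data with the same number of arrays, 49% of genes changed by 1 log2 unit were recovered in 67NR and 97% in 66cl4. These shares need not hold for the genes named below. In 66cl4, some genes that changed by more than 1 log2 unit passed and others, such as *Bptf* and *Ifng*, did not. The paper's BPTF KD lines carried Bptf-sh1 or Bptf-sh2, and the shRNA carried by each BPTF KD tumor was not used here. Limma counted the 6 tumors as independent. Its p values therefore reflect the spread between tumors, not between independently made knockdown lines.

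*Bptf*, the targeted gene, was read from its brightest probe set, as were the other genes. In 66cl4, the controls were at 9.50, 9.89 and 10.61, and all 6 BPTF KD tumors were lower, from 8.68 to 9.12 (log2 fold change -1.08 ± 0.20 SE, exact permutation p = 0.0119, adjusted p = 0.0628 by limma). In 67NR, the controls were at 9.73, 9.76 and 10.31, and the 6 tumors labelled BPTF KD were at 8.34, 9.82, 9.83, 10.12, 10.48 and 10.68. Of these, 1 lay below and 2 above every control (-0.06 ± 0.45 SE, exact permutation p = 0.929). The other 3 probe sets of *Bptf* were at -1.84, -1.29 and -0.14 in 66cl4 and at -0.27, -0.62 and 0.03 in 67NR, where 3, 4 and 1 of the 6 tumors lay below and 2, 1 and 3 above every control. Directions in 67NR therefore follow the tumors' labels, not their *Bptf* level. In the paper's other measures, BPTF protein was lower in cultured cells of both lines (Figure 1A), and BPTF KD tumors of both lines weighed less (Figure 1B).

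**Figure D1:**
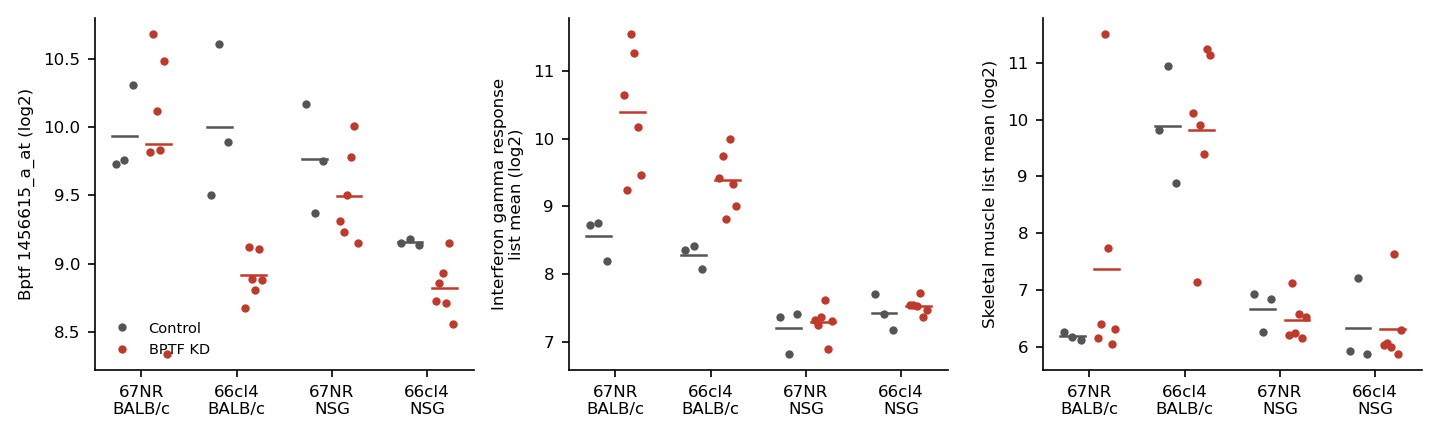
*Bptf* (brightest probe set) and the mean of the interferon gamma response and skeletal muscle gene lists in each of 36 tumors (log2). Bars are group means, 3 control and 6 BPTF KD tumors per cell line and host. BPTF KD is each tumor's label.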

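In 66cl4 tumors, *Cxcl9*, a chemokine that attracts T and NK cells, rose 4.87-fold with BPTF KD (log2 2.29 ± 0.29 SE, adjusted p = 0.0331 by limma, higher in 6 of 6 tumors). *Klrc1*, an inhibitory receptor of NK and T cells, rose 3.88-fold, and *Klra2*, of the Ly49 receptor family, rose 3.18-fold (adjusted p = 0.0331 and 0.0479). *Ms4a1* of B cells rose 4.63-fold, *Trbv1*, a T cell receptor segment, 4.07-fold, and *Gimap7* of lymphocytes 3.94-fold (adjusted p = 0.0493, 0.0479 and 0.0479). *Ms4a1* averaged 4.34 in the controls, which may be near background, so its fold is uncertain. *AW112010* and *Casp1*, which are induced in inflammation, rose 3.04-fold and 2.34-fold, *P2ry14* rose 2.59-fold and *Fgl2* 2.56-fold. The genes that fell were *Prkd1* (-2.45-fold), *Hs6st1*, which sulfates HS chains (-2.41-fold, adjusted p = 0.0479), *Spry1* (-2.31-fold), *Ednrb* (-2.27-fold), *Trps1* (-1.85-fold), *Gtf2ird1* (-1.61-fold), *Ddx1* (-1.57-fold), *Sgms1* (-1.51-fold) and *Alox5ap* (-1.49-fold). Each of these lay outside the range of the controls in 6 of 6 BPTF KD tumors, and each call ended in 5 to 7 of 9 runs with 1 tumor left out.

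In all, 14 genes rose and 9 fell in 66cl4. Of 18 measured interferon gamma response genes, 1 rose, 0 fell and 17 did not pass, and 15 rose adjusted over the list alone (list median log2 0.85, camera adjusted p = 2.83e-09, adjusted p = 0.533 with an estimated correlation). Of 13 NK cell receptors and regulators, 1 rose and 4 rose adjusted over the list alone (median 0.33, adjusted p = 0.0197, and 0.534 with an estimated correlation). None of 18 T cell genes passed over all genes, and 10 rose adjusted over the list alone (median 0.51, adjusted p = 7.88e-05, and 0.533 with an estimated correlation). Among 12 MHC class II genes, 9 rose and 2 fell adjusted over the list alone (median 0.67, adjusted p = 0.0108, and 0.534 with an estimated correlation). *Ifng*, the cytokine made by activated NK and T cells, was at log2 1.33 ± 0.37 and above every control in 6 of 6 tumors, with an adjusted p = 0.0786. It averaged 4.00 in these controls and 3.97 in 66cl4 controls of NSG mice, which lack NK and T cells. The controls may therefore be near background, and the size of the *Ifng* change is uncertain. Without Control replicate 1 the NK and MHC class II calls were lost (adjusted p = 0.233 and 0.237), and without Control replicate 3 the NK median was 0.59. The 3′ to 5′ difference of actin, a measure of RNA integrity, averaged 1.12 in the 66cl4 controls and 1.38 with BPTF KD (exact permutation p = 0.0476, adjusted over 12 tests 0.571). For *Gapdh* it was 0.217 and 0.205 (exact permutation p = 0.869), and for the mean of both 0.670 and 0.792 (exact permutation p = 0.179). With that mean as a covariate 0 genes passed, as with the methods' t-test, in a fit of all 36 tumors or without Control replicate 2, and 2208 passed without Control replicate 1. At an unadjusted p of 0.01, 508 genes were higher and 766 lower, or 639 and 625 once each array's median was subtracted.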

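In 67NR, 0 genes passed by limma between the tumors labelled BPTF KD and controls, while 961 had an unadjusted p under 0.05 (619.7 by chance), and the methods' t-test also called 0. A fit of all 36 tumors called 607. Among higher values, the smallest p were those of *H2-Ea* (log2 2.70 ± 0.36 SE, adjusted p = 0.397), *H2-DMb2* (1.15), the lymphocyte gene *Cd7* (0.83), *H2-Eb1* (2.29) and *Tapbpl* (1.50). All but *Cd7* are genes of antigen presentation, each above every control in 6 of 6 tumors. On the lower side were *Slc40a1*, an iron exporter (-2.16), *Ednrb* (-1.52), *Eea1* (-0.71), *Eml5* (-0.68) and *Ppp1r2* (-0.54), each below every control in 6 of 6 tumors. *Ifng* was at 2.58 ± 0.81 and *Klrk1*, the NK receptor NKG2D, at 1.97 ± 0.63, each above every control in 5 of 6 tumors. Adjusted over the list alone, 14 of 18 interferon gamma response genes, 12 of 18 T cell genes, 10 of 12 MHC class II genes, 8 of 16 MHC class I genes and 3 of 13 NK cell receptors and regulators rose, and none fell. Their list medians were 2.04, 1.89, 1.65, 0.89 and 0.84, with camera adjusted p = 3.87e-16, 1.60e-13, 2.51e-13, 4.28e-10 and 6.00e-06, and an adjusted p = 0.181 for each with an estimated correlation. For other cell types, the fibroblast list median was 0.73 (adjusted p = 6.24e-04, and 0.330 with an estimated correlation) and the proliferation list median -0.48 (9.63e-08, and 0.293). Without BPTF KD replicate 1 the fibroblast median was 0.38 and the NK median 0.56, and without BPTF KD replicate 3 the proliferation median was -0.29. Skeletal muscle (1.33, or 0.44 without BPTF KD replicate 3), adipocyte (0.41), macrophage (0.37, or 0.15 without BPTF KD replicate 3) and epithelial (0.24) lists were also called higher (adjusted p = 0.00620, 0.0276, 0.00159 and 0.00222, and 0.472, 0.366, 0.329 and 0.329 with an estimated correlation), the adipocyte call ending in 4 of 9 runs with 1 tumor left out. In replicate 3 of these 6 tumors, skeletal muscle genes averaged 11.51, against 6.05 to 7.73 in the other 5. At an unadjusted p of 0.01, 110 genes were higher and 80 lower, or 133 and 56 with array medians subtracted. A test of the difference between the cell lines found 0 genes by limma whose BPTF KD effect differed, with a smallest adjusted p of 0.485 and 1195 genes at an unadjusted p under 0.05. The paper reports immune terms among its own deregulated genes. To test the importance of the immune response, it then grew tumors in mice without T, B and NK cells and reports equal weights (Figure 1D).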

In agreement with microarray data, KEGG analysis of a combined gene list from both tumor types identified an abundance of genes involved in the immune response (Figure 1C; for high resolution see Supplementary Figure 2B; Supplementary Data Set 1) [20]. 

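The genes past an unadjusted p of 0.01 in 67NR or 66cl4 tumors from BALB/c mice together made a list of 1420 genes. This list held 13 of 18 interferon gamma response genes, where 2.06 would fall by chance (Fisher's exact adjusted p = 7.67e-08). It held 10 of 18 T cell genes (2.06 by chance, adjusted p = 8.80e-05), 8 of 12 MHC class II genes (1.38 by chance, adjusted p = 8.80e-05) and 7 of 16 MHC class I genes (1.83 by chance, adjusted p = 0.00801). NK cell receptors and regulators, with 5 of 13 (1.49 by chance), and B cell genes, with 5 of 13, had an adjusted p = 0.0534, and chemokines and their receptors, with 11 of 48 (5.50 by chance), 0.0684. By direction, 41 genes were higher with the BPTF KD label in both cell lines, where 4.51 would overlap by chance, among them *Cxcl9*, *H2-Ab1*, *H2-Ea* and *AW112010*. Only *Ednrb* and *Spin4* were lower in both, where 4.94 would by chance, and *Spin4* was chosen for mention after its values were seen. Leaving out 1 tumor gave 61 to 358 genes at this p in 67NR and 378 to 2292 in 66cl4. Genes of a list rise and fall together, and Fisher's test and the overlaps by chance count them as independent. The paper concludes from its own combined list that immune response genes are abundant among those deregulated (Figure 1C).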

To confirm the importance of the immune response for BPTF KD tumor growth, we repeated our tumor studies in an immune-deficient NOD/SCID, Ifrg2r−/− (NSG) background [21]. These experiments showed equivalent BPTF KD tumor weights to controls, demonstrating the immune system is required to reduce the growth of BPTF KD tumors (Figure 1D).

**Figure 1:**
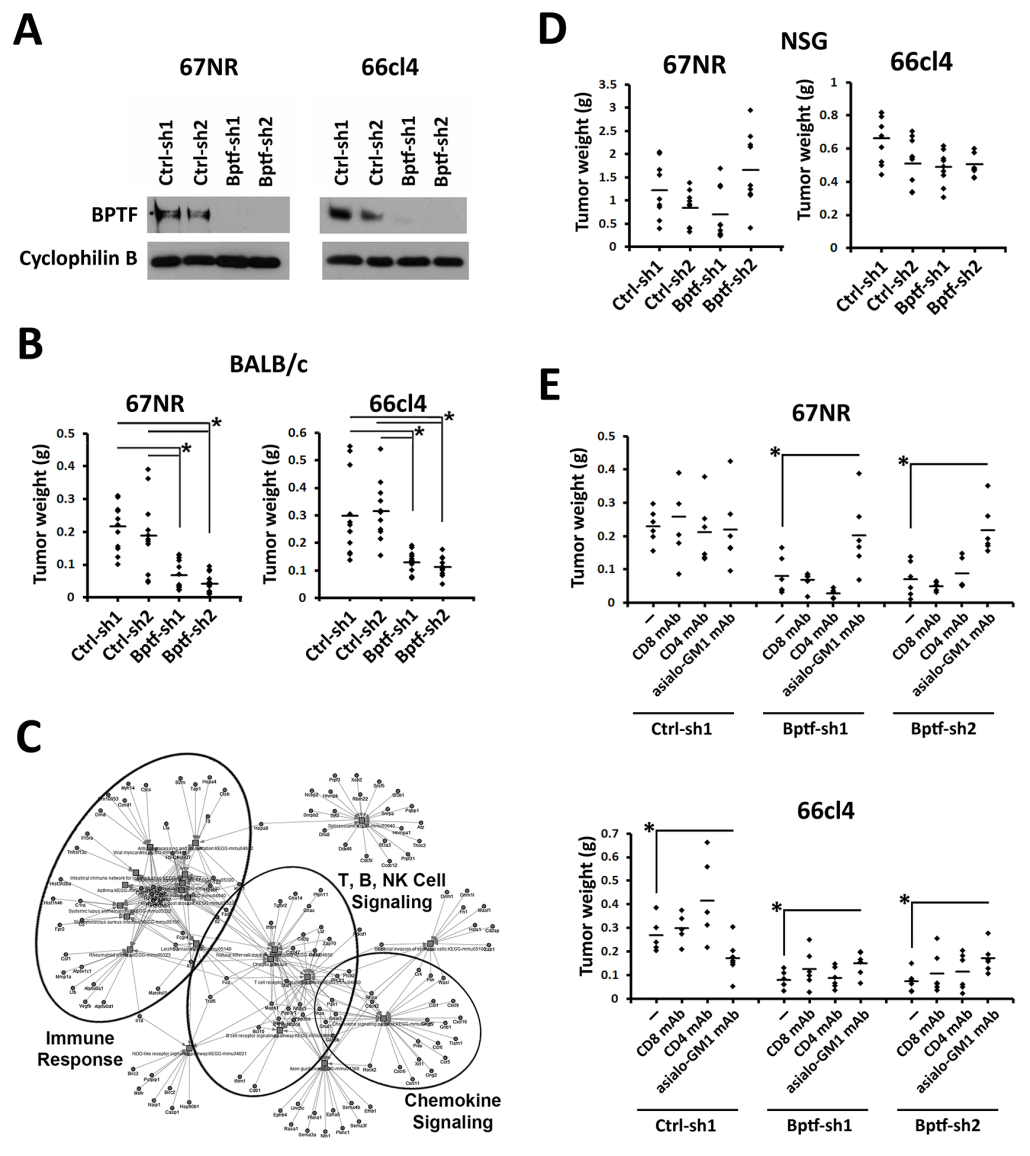
NK cells are required to reduce BPTF KD 67NR and 66cl4 tumor weight **(A)** BPTF Western blot analysis from control (Ctrl-sh1, Ctrl-sh2) and BPTF KD (Bptf-sh1, Bptf-sh2) 67NR and 66cl4 total cell extracts. Cyclophilin B is used as a loading control. **(B)** 67NR and 66cl4 tumor weights harvested from BALB/c mice (n ≥ 11 biological replicates, * = ttest pvalue < 0.003). **(C)** Low resolution KEGG pathway analysis of 67NR and 66cl4 significantly deregulated genes highlighting clusters of genes with function in the immune system (For high resolution please refer to Supplementary Figure 2B). **(D)** 67NR and 66cl4 tumor weights harvested from NSG mice (n = 9 biological replicates). **(E)** 67NR and 66cl4 tumor weights harvested from undepleted, or CD8, CD4 or asialo-GM1 mAb depleted BALB/c mice (n = 6 biological replicates, * = ttest pvalue < 0.05). Some dots overlap.

To identify immune cells that are important for reducing BPTF KD tumor growth, we repeated our tumor studies in mice depleted of NK cells, CD8+ T cells, or CD4+ T cells by monoclonal antibody (mAb) treatments. We observed improved growth of 67NR and 66cl4 BPTF KD tumors with NK cell depletion (anti-asialo-GM1 mAb), but not with CD8+ or CD4+ T-cell depletion, indicating that NK cells are required for reduced BPTF KD tumor growth (Figure 1E) (Supplementary Figure 3A-3C).

We next examined the abundance and activation of NK cells in the BPTF KD tumor microenvironment (TME)[22]. This analysis showed a greater population of NK cells (CD3-, NCR1+) in 67NR tumors compared to 66cl4 tumors (Figure 2A). While present, the CD3-, NCR1+ populations did not change with BPTF KD in 66cl4 or 67NR TME (Figure 2B). However, we observed a greater percentage of NCR1+, CD69^high^ cells in 67NR and 66cl4 BPTF KD tumors, demonstrating that a greater fraction of NK cells in BPTF KD tumors are activated as defined by CD69 expression (Figure 2C and 2D).

**Figure 2:**
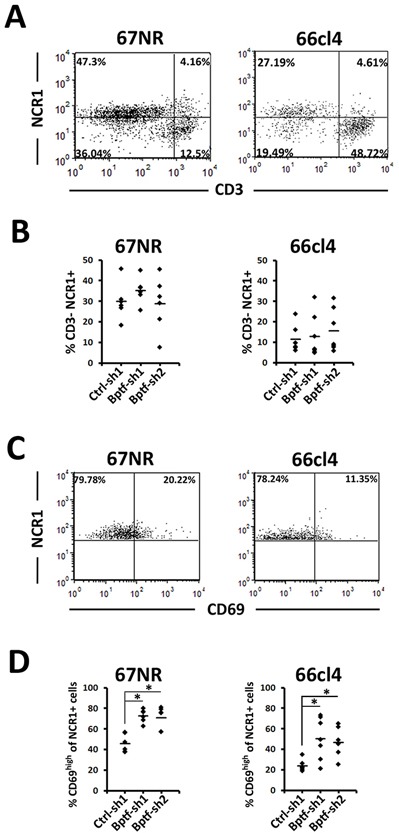
NK cells are more active in BPTF depleted tumor microenvironments **(A)** Representative flow cytometry dot plots of live tumor infiltrating NK cells stained with CD3ε and NCR1. **(B)** Percentages of live CD3ε-, NCR1+ NK cells from A (n ≥ 6 biological replicates). **(C)** Representative flow cytometry dot plots of live tumor infiltrating NK cells stained with CD69 and NCR1. CD69^high^ is defined by CD69 staining of live CD3ε- NCR1+ cells from the spleen. **(D)** Percentages of live NCR1+ cells that are CD69high (n = 6 biological replicates, * = ttest pvalue < 0.006). Quantitative data shown represent mean ± stdev.

### NK cell cytotoxic activity is enhanced to BPTF depleted cancer cells *in vitro*

Coculture of purified naive mouse NK cells with 67NR and 66cl4 cells showed enhanced activation and cytolytic activity to BPTF KD targets (Figure 3A) (Supplementary Figure 4A-4D). To determine if BPTF KD cells are more sensitive to NK cell-mediated killing, we stimulated their cytolytic activities independent of ligand using PMA + ionomycin (P+I). P+I activated NK cells killed control and BPTF KD targets equivalently, indicating that BPTF KD targets are not more sensitive to lysis by NK cells (Supplementary Figure 4E). To determine if soluble factors enhance NK cell activity, we pre-incubated naive mouse NK cells with media from cultured control or BPTF KD 67NR or 66cl4 tumor cells prior to their use in the cytolytic assay. From these experiments, we observed equivalent NK cell cytolytic activity toward BPTF KD targets with media preconditioned with either control or BPTF KD cells (Supplementary Figure 4F). These results in combination demonstrate that changes on the surface of BPTF KD tumor cells, as opposed to a soluble factor, improve NK cell activation and cytolytic activity.

**Figure 3:**
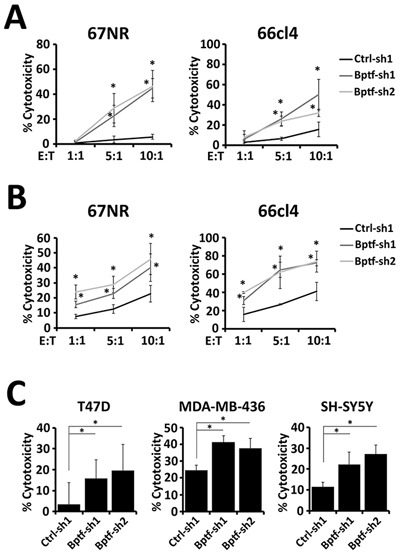
NK cells have greater cytolytic activity to BPTF KD targets **(A-C)** Percent target cell cytolytic activity by LDH assay. **(A)** NK cells from naive BALB/c mice were cocultured with targets at the indicated effector:target (E:T) ratios (n = 3 biological replicates, * = ttest pvalue < 0.05). **(B)** NK-92 cells were cocultured with targets at the indicated E:T ratios (n = 3 biological replicates, * = ttest pvalue < 0.05). **(C)** NK-92 cells were cocultured with human targets at a 10:1 E:T ratio (n ≥ 3, * = ttest pvalue < 0.05). Quantitative data shown represent mean ± stdev.

We next determined if the enhanced NK cell cytolytic activity to BPTF KD targets is conserved between mice and humans. Toward this end, we cocultured the human NK-92 cell line [23] with either mouse (67NR, 66cl4) or human (T47D, MDA-MB-436, SH-SY5Y) BPTF KD targets (Supplementary Figure 4G). From these experiments we observed enhanced cytolytic activity to all BPTF KD cell lines, indicating that changes leading to enhanced cytolytic activity are conserved (Figure 3B and 3C).

### BPTF regulates cell surface HSPG abundance and *Hpse* expression

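In NSG mice, which lack T, B and NK cells, the arrays covered 3 control tumors and 6 tumors labelled BPTF KD from each cell line, harvested on the same days as in BALB/c mice. *Bptf* was below every control in 3 of 6 67NR tumors labelled BPTF KD and above every control in 0 (log2 fold change -0.27 ± 0.22 SE, exact permutation p = 0.321). In 66cl4, it was below every control in 5 of 6, and the other, at 9.15, lay among the controls (-0.33 ± 0.12 SE, exact permutation p = 0.0595). The other 3 probe sets were at -0.76, -0.78 and 0.06 in 67NR and at -0.38, -0.29 and 0.30 in 66cl4. On the first 2 of these 3, 4 of 6 tumors lay below every control in 67NR and 5 of 6 in 66cl4, with 1 or 0 above. On the last, 2 lay below and 3 above in 67NR, and all 6 above in 66cl4. The directions given for NSG tumors follow these labels. In the paper's other measures, tumor weight did not differ from controls in NSG mice (Figure 1D). *Hpse*, measured by qRT-PCR, is reported as regulated by BPTF in BPTF KD tumors of both lines (Figure 4A).

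In 67NR, 73 genes rose and 68 fell, while the methods' t-test called 10 and the replicate block 685, and leaving out 1 tumor gave 5 (Control replicate 1) to 620 (BPTF KD replicate 5). *Aspn*, *Ogn* and *Dcn*, proteoglycans of the fibroblast matrix, rose 6.14-fold, 5.22-fold and 3.49-fold (adjusted p = 0.0177, 0.00583 and 0.00153 by limma). The epithelial keratin *Krt8* rose 3.20-fold, *Gsg1* 4.49-fold, *Sfmbt2* 3.90-fold, *Fxyd1* 3.65-fold, *Itgbl1* 3.63-fold, *Tmeff1* 3.32-fold and *Tmem47* 3.12-fold. The genes with the largest decrease were *Plet1*, an epithelial surface protein (-9.70-fold, adjusted p = 0.0327), *Csn3*, a milk casein (-6.51-fold), *Ptpn22* (-6.02-fold), *D17H6S56E-5* (-5.31-fold) and *Lhx8* (-5.13-fold). Next came *Hao1* (-4.37-fold), *Ankrd33b* (-4.32-fold), *Pla2g5* (-4.29-fold) and the EGF receptor ligands *Ereg* (-3.94-fold) and *Btc* (-3.90-fold). Each of these 20 genes lay outside the range of the controls in 6 of 6 tumors. In tumors with the label, *Lhx8* averaged 3.81 and *Pla2g5* 4.18, below the NK cell gene *Ncr1* (4.21). NSG mice lack NK cells, but levels of different probe sets are not directly comparable. *Lhx8* and *Pla2g5* may therefore be near background, which was not tested, and the folds of these genes are uncertain. With 1 tumor left out only the *Dcn* call held each time, and those of *Plet1*, *Hao1*, *Ereg* and *Itgbl1* were lost in 7 of 9 runs. Without Control replicate 2, *Plet1* was at log2 -4.24, *Csn3* at -3.47, *Ptpn22* at -3.37 and *Lhx8* at -1.51, and without Control replicate 3 at -2.37, -2.05, -2.17 and -2.96. Of 17 fibroblast genes, 1 rose, and 9 rose adjusted over the list alone (median log2 0.74, camera adjusted p = 9.36e-08, adjusted p = 0.946 with an estimated correlation). Of 25 proliferation genes, 8 fell adjusted over the list alone (median -0.36, adjusted p = 6.31e-08, and 0.946 with an estimated correlation). Of 16 MHC class I genes, 5 rose adjusted over the list alone (median 0.22, adjusted p = 0.0480, 0.946 with an estimated correlation, and over 0.05 in 4 of 9 runs with 1 tumor left out). *Ifng*, at 4.50 in the controls and among the dimmest 25% of genes, fell (-1.63-fold, adjusted p = 0.0325, below every control in 6 of 6 tumors). That call ended with the methods' t-test (0.122), the replicate block (0.0613), a fit of all 36 tumors (0.640) and in 5 of 9 runs with 1 tumor left out. As NSG mice lack NK and T cells, *Ifng* may be near background here, and the size of its fall is uncertain.

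In 66cl4 tumors from NSG mice, 0 genes passed by limma, with 952 at an unadjusted p under 0.05 (619.7 by chance), and the methods' t-test also called 0. The values with the smallest p were *Rian* (log2 0.55), *Msln* (0.49), *Prkcz* (0.48), *Trpc1* (0.54) and *Tcl1b3* (0.43), and *Timp3* (-0.64), *Ptger2* (-0.56), *Col1a2*, a collagen chain (-0.83), *Grb14* (-0.85) and *Decr2* (-0.65). At an unadjusted p of 0.01, 146 genes were higher and 64 lower, or 214 and 37 once each array's median was subtracted. A test of the difference between the cell lines in NSG mice found 72 genes with a higher and 47 with a lower effect in 67NR, *Ogn* (adjusted p = 0.00235) and *Col1a2* (0.0129) among the former. A fit of all 36 tumors gave 5 such genes, and leaving out 1 tumor 36 to 317.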

We conducted microarray gene expression ana-lyses of control and BPTF KD 67NR and 66cl4 tumors from NSG mice to identify candidate BPTF-regulated NK cell receptor ligands. Analysis of these data sets focused on activating receptor ligands because they are conserved between mice and humans [24]. This is not true of the inhibitory MHC ligands which are species restricted in activity [25], and not significantly BPTF regulated in 67NR or 66cl4 cells (Supplementary Figure 5A). Combined qRT-PCR and microarray experiments identified three BPTF regulated genes with functions in HS metabolism (*Ndst1, Ndst3, Hpse*) but did not identify any known activating NK cell receptor ligands (Figure 4A; Supplementary Figure 5B; Supplementary Data Set 1). 

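*Ndst3*, which removes acetyl groups from HS chains and sulfates them, fell (-2.21-fold) in 67NR tumors labelled BPTF KD (log2 -1.14 ± 0.20 SE, adjusted p = 0.0261 by limma, below every control in 6 of 6 tumors). In 66cl4, it was at -1.12-fold (-0.16 ± 0.17 SE, adjusted p = 0.894), and the difference between the cell lines had an adjusted p = 0.111. In the 67NR tumors labelled BPTF KD, *Ndst3* averaged 4.47 and the NK cell gene *Ncr1* 4.21. NSG mice lack NK cells, but levels of different probe sets are not directly comparable. *Ndst3* may therefore be near background, which was not tested, and the size of its fall is uncertain. Of 31 measured genes of HS synthesis and breakdown, 1 fell and 30 did not pass in 67NR. Adjusted over the list alone, 2 rose and 2 fell: *Ext1*, which builds the chain, was at log2 0.76 ± 0.22 SE, *Hs2st1* at 0.43, *Glce*, an epimerase of the chain, at -0.73, and the 4th was *Ndst3*. None of the 31 passed in 66cl4, over all genes or adjusted over the list alone, and *Ndst4* was at 0.20 ± 0.12 SE. *Ndst1* and *Hpse* were among 9 of the 40 listed genes not analysed here. Of 14 activating NK cell receptor ligands, the 5 analysed here did not pass in either line. In 67NR, *Icam2* was at log2 0.50 ± 0.27 SE, *Cd48* at 0.28 ± 0.35, *Nectin2* at 0.21 ± 0.14 and *Icam1* at -0.28 ± 0.26, and in 66cl4 *Pvr* was at -0.05 ± 0.11. The inhibitory ligand genes *H2-K1*, *H2-D1* and *B2m* did not pass in either line, at -0.15, -0.17 and -0.007 in 67NR and -0.06, -0.04 and -0.10 in 66cl4. The *Ndst3* call ended with the methods' t-test (adjusted p = 0.136) and with the RNA integrity covariate (0.0583), and without any 1 of Control replicates 1 and 3 or BPTF KD replicates 1 to 4 (0.0599 to 0.198). In 67NR, *Bptf* was below every control in 3 of the 6 tumors with this label. From HS being a co-ligand of all NCRs, the paper calls it plausible that the stronger killing of BPTF KD cells runs through these receptors.

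**Figure D2:**
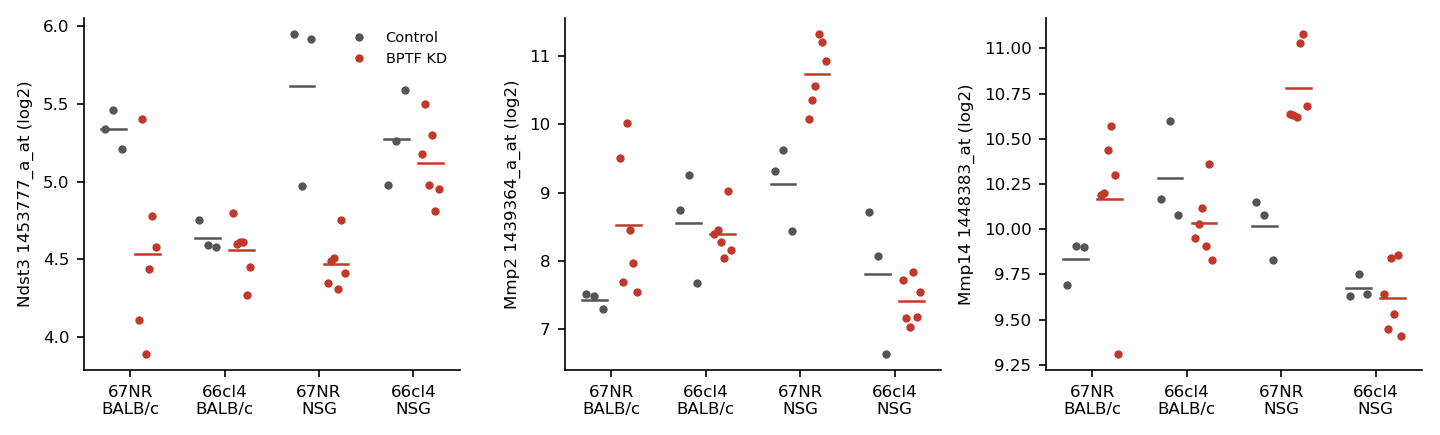
*Ndst3*, *Mmp2* and *Mmp14* in each of 36 tumors (log2), with the probe set read for each gene. Bars are group means, 3 control and 6 BPTF KD tumors per cell line and host. BPTF KD is each tumor's label.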

HS and HSPGs are well characterized co-ligands for the NCRs, which are required for efficient NK cell-mediated tumor cell killing [26, 27].

**Figure 4:**
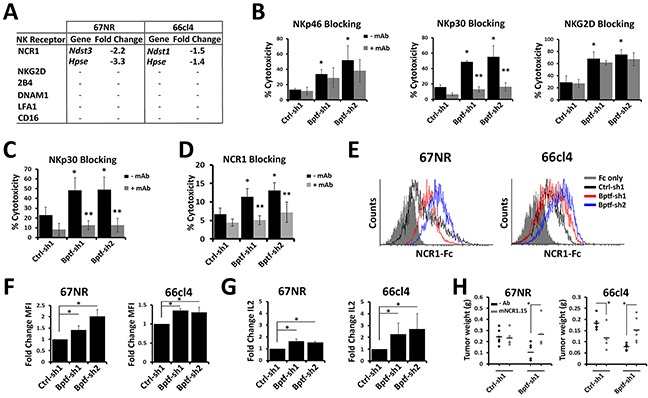
NK cell cytolytic activity to BPTF KD cells requires NCRs **(A)** Changes in NK receptor ligand expression measured by microarray in BPTF KD tumors harvested from NSG mice compared to controls. Hpse was measured independently by qRT-PCR because it was not on the microarray (* = ttest pvalue < 0.00002). **(B-D)** Percent target cell cytolytic activity by LDH assay. (B) NK-92 cells pretreated with anti-NKp46, anti-NKp30 or anti-NKG2D mAb were cocultured on 66cl4 targets at a 10:1 E:T ratio (n = 3 biological replicates, * = ttest pvalue < 0.05). (C) NK-92 cells pretreated with anti-NKp30 were cocultured with T47D targets at a 10:1 E:T ration (n = 3 biological replicates, * = ttest pvalue < 0.05). **(D)** Mouse NK cells pretreated with anti-NCR1 blocking mAb (clone mNCR1.15) were cocultured with 66cl4 targets at a 5:1 E:T ratio (n = 3 biological replicates, * = ttest pvalue < 0.04). (* = significant to no mAb Ctrl-sh1, ** = significant to the respective no mAb hairpin). **(E)** Representative flow cytometry histograms of NCR1-Ig binding to 67NR and 66cl4. **(F)** Fold change of MFI from D (n = 3 biological replicates, * = ttest pvalue < 0.03). **(G)** qRT-PCR analysis of *Il-2* expression in Ncr1-ζ, *Il-2* reporter BW cells incubated with control or BPTF KD cells for 48 hrs (n ≥ 3 biological replicates, * = ttest pvalue < 0.05). **(H)** 67NR and 66cl4 tumor weights harvested from untreated or mNCR1.15 treated BALB/c mice (n ≥ 4 biological replicates, * = ttest pvalue < 0.05). All quantitative data shown represent mean ± stdev.

Because HS is a known co-ligand to all NCRs, it is plausible that the enhanced NK cell cytolytic activity to BPTF KD cells occurs through the NCRs. mAb blocking of NKp30, but not NKp46 or NKG2D, on NK-92 cells inhibited the enhanced cytolytic activity against BPTF KD 66cl4 targets (Figure 4B). NKp44 was not included in our blocking studies because NK-92 cells do not express NKp44 [28]. NKp30 is highly expressed and is a major NCR used by NK-92 cells for antitumor activity [28, 29]. Functions for NKp30 in promoting NK cell activity to BPTF KD cells is conserved as demonstrated by reduced NK-92 cytolytic activity toward BPTF KD T47D targets with NKp30 blocking (Figure 4C). Similar reductions in mouse NK cell cytolytic activity was observed after NCR1 mAb blocking, the only NCR expressed in mouse NK cells (Figure 4D) [30]. Also, the addition of the NCR competitive inhibitor heparin [9] erased the NK-92 and mouse NK cell cytolytic activity against 67NR and 66cl4 BPTF KD targets (Supplementary Figure 5C and 5D).

We next used a recombinant NCR1-Ig fusion protein to measure the abundance of NCR1 ligands on the surface of BPTF KD 67NR and 66cl4 cells. From these experiments, we discovered enhanced binding of NCR1-Ig to BPTF KD cells (Figure 4E and 4F). We then measured NCR1 activation using a cell line with an *Il-2* reporter regulated by an NCR1-ζ fusion receptor [31]. Coculture experiments show elevated *Il-2* gene expression when in contact with BPTF KD 67NR and 66cl4 cells (Figure 4G) (Supplementary Figure 5E), further suggesting that enhanced NK cell cytolytic activity results from increased NCR1 activity. We next used the NCR1 blocking mAb in tumor bearing mice and observed that BPTF KD tumor weights are rescued with NCR1 blocking (Figure 4H). As previously reported after NCR1 blocking mAb treatments NK cells are not depleted and cell surface NCR1 decreases (Supplementary Figure 5F and 5G)[32].

Our expression analysis identified *Hpse*, the major regulator of cell surface HS abundance, as a BPTF-regulated gene in both 67NR and 66cl4 BPTF KD tumors (Figure 4A)[33]. These results were confirmed in culture for the 67NR, 66cl4, T47D, SH-SY5Y, and MDA-MB-436 cell lines (Figure 5A) (Supplementary Figure 5H). In addition, an analysis of *BPTF* and *HPSE* expression in human cancers from the TCGA data sets revealed a highly significant correlation between high *BPTF* expression and high *HPSE* expression in several cancer types including breast (see arrow) (Figure 5B). Consistent with *Hpse* gene expression, Western blotting discovered significant reductions in cell surface heparanase abundance with BPTF KD (Figure 5C). The importance of heparanase for enhanced NK cell activity to BPTF KD cells was investigated using bacterial heparinase treatments and heparanase KD cell lines. Pretreatment of tumor cells with bacterial heparinase suppressed the enhanced binding of NCR1-Ig to BPTF KD cells (Figure 5D) and reduced the enhanced cytolytic activity of NK cells to 66cl4 BPTF KD targets (Supplementary Figure 5I). Similarly, we observed that heparanase KD in control 66cl4 cells results in enhanced NK cell cytolytic activity, consistent with heparanase abundance regulating NK cell activity (Supplementary Figure 5J and 5K). To determine if decreased *Hpse* expression with BPTF KD correlates with changes in cell surface HSPGs, we measured HSPG abundance by Western blotting cell surface protein extractions using an antibody to HS. Three HSPGs from these experiments had reproducibly increased levels in BPTF KD cells: a ∼150 kDa band, a ∼55 kDa band and a ∼45 kDa band (Figure 5E, see arrows). It is unlikely that expression of the HSPG core proteins are BPTF-dependent because they were not BPTF-dependent from our microarray analyses (Supplementary Figure 5L). Additionally, only the MMP2 HSPG sheddase was deregulated in 67NR, but not 66cl4, BPTF KD NSG tumors, suggesting that HSPG cell surface shedding is not BPTF-dependent (Supplementary Figure 5L). In addition, NURF occupies regulatory elements of *Hpse* because chromatin immunoprecipitation (ChIP) revealed BPTF occupancy broadly localized at the *Hpse* gene in 67NR and localized at the *Hpse* promoter in 66cl4 cells (Figure 5F) [34]. 

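The genes for HSPG core proteins were read in tumors from NSG mice for 14 of 16 listed genes. In 67NR tumors labelled BPTF KD, none of the 14 passed by limma over all genes, and 4 rose and 1 fell adjusted over the list alone. *Sdc2* was at log2 0.69 ± 0.19 SE (adjusted p = 0.118), *Col18a1* at 0.64 ± 0.19 (0.152), *Nrp1* at 0.56 ± 0.16 (0.127) and *Cd44* at -0.75 ± 0.24 (0.175), each outside the range of the controls in 5 of 6 tumors. A test for change of the list in either direction (fry) had an adjusted p = 0.00116 in 67NR and 0.643 in 66cl4. For a shared direction in 67NR, the adjusted p was 0.665 by fry, 0.463 by camera and 0.946 by camera with an estimated correlation. In 66cl4, none passed on either scale, with *Hspg2* at 0.29 ± 0.11, *Tgfbr3* at 0.21 ± 0.10, *Gpc6* at 0.19 ± 0.12 and *Gpc3* at -0.36 ± 0.23. Leaving out Control replicate 1 put *Gpc3* at -0.002 and *Gpc6* at 0.29, and leaving out Control replicate 3 put them at -0.637 and 0.065. *Sdc2* and *Nrp1* did not pass the test of the difference between the cell lines (adjusted p = 0.555 and 0.168). In BALB/c mice, none of the 14 passed either, and the list median in 66cl4 was -0.21 (camera adjusted p = 0.0408, adjusted p = 0.534 with an estimated correlation), a call lost without Control replicate 2 or 3 or BPTF KD replicate 1 (0.0509 to 0.207). The same 67NR tumors had a higher median of the fibroblast list, and *Bptf* was below every control in 3 of the 6. From core protein genes that did not change on its arrays, the paper considers it unlikely that their expression depends on BPTF.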

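*Mmp2*, a sheddase of HSPGs, rose 3.06-fold in 67NR tumors labelled BPTF KD from NSG mice (log2 1.62 ± 0.31 SE, adjusted p = 0.0370 by limma, above every control in 6 of 6 tumors). *Mmp14*, a membrane-bound metalloprotease that activates *Mmp2*'s product, rose 1.69-fold (0.76 ± 0.14 SE, adjusted p = 0.0327, 6 of 6). The other 10 of 12 sheddase genes did not pass, *Adamts1* being at 0.60 ± 0.21 and *Plau* at -0.34 ± 0.18. In 66cl4, none of the 12 passed, over all genes or adjusted over the list alone, and *Mmp2* was at -0.39 ± 0.37 SE (adjusted p = 0.869). Tested as a difference between the cell lines, *Mmp14* had an adjusted p = 0.0447 and *Mmp2* 0.0801. In BALB/c mice, *Mmp2* was at 1.10 ± 0.53 SE in 67NR (adjusted p = 0.658) and -0.17 ± 0.30 in 66cl4 (0.780). The *Mmp2* call in NSG mice ended with the methods' t-test (adjusted p = 0.173), in a fit of all 36 tumors (0.0618) and without any 1 of Control replicates 1 and 3 or BPTF KD replicates 2, 3, 4 and 6 (0.0599 to 0.252). That of *Mmp14* ended with the methods' t-test (0.123) and without any 1 of Control replicates 1 and 3 or BPTF KD replicates 1 to 4 (0.0575 to 0.253). Fibroblasts express both genes, and the median of the fibroblast list was higher with the same label in 67NR. From a change of *Mmp2* in 67NR but not in 66cl4, the paper proposes that shedding of HSPGs does not depend on BPTF.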

From these results, we propose a model where NURF activates *Hpse* in cancer cells, either directly or indirectly, elevating cell surface heparanase and reducing cell surface HSPGs. Because HSPGs are known co-ligands for NCRs, our model predicts that NURF suppresses NCR-mediated NK cytolytic activity by upregulating heparanase levels (Figure 5G).

**Figure 5:**
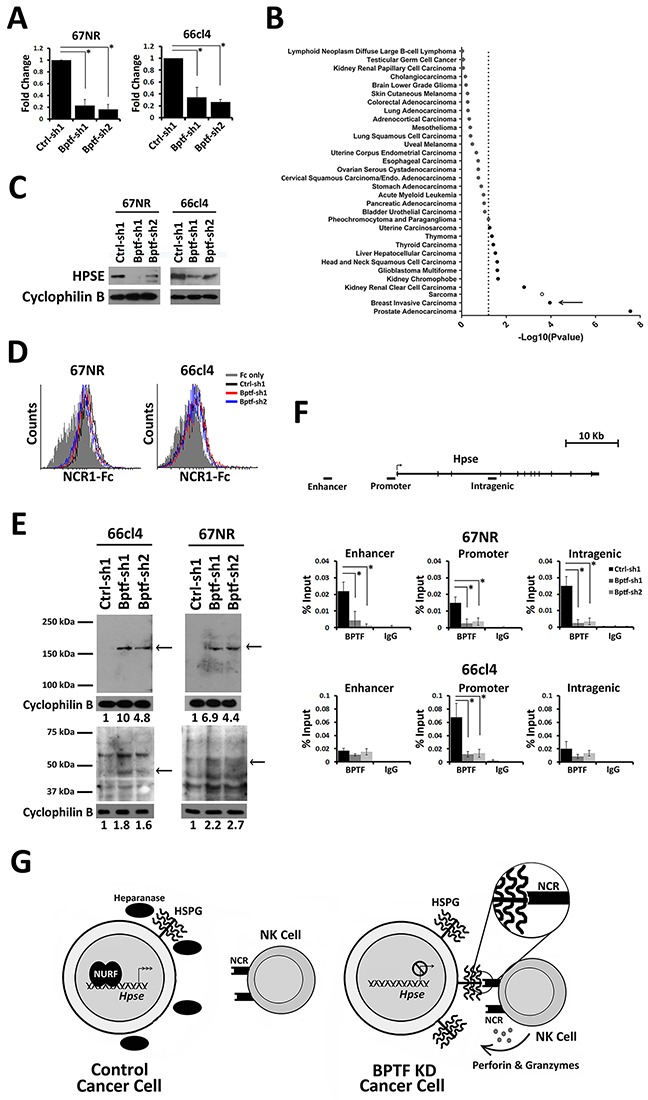
BPTF regulates *Hpse* expression **(A)** qRT-PCR analysis of *Hpse* expression from 67NR and 66cl4 cells (n = 3 biological replicates, * = ttest pvalue < 0.006). **(B)** Differential *Hpse* expression in BPTF high and BPTF low expression groups from TCGA datasets. The negative base 10 log of the p-value for each t-test is shown. Dashed line: significance cutoff pvalue = 0.05. Filled circles: positive correlation. Outlined circles: negative correlation. Breast cancer data set is shown with arrow. **(C)** Western blot analysis of cell surface HPSE from control and BPTF KD 67NR and 66cl4 cells. Cyclophilin B was used as a normalization control. **(D)** Representative flow cytometry histogram of NCR1-Ig binding to bacterial heparinase treated tumor cells. **(E)** Western blot analysis of cell surface HSPG using anti-HS primary mAb. Cyclophilin B was used as a normalization control. Arrows: reproducible changes in HSPG abundance with BPTF KD. ImageJ relative quantitation to controls are shown as numbers below blots. **(F)** BPTF ChIP at mouse *Hpse* in control and BPTF KD 67NR and 66cl4 cell lines (n = 3 biological replicates, * = ttest pvalue < 0.04). **(G)** A Model: In tumor cells NURF stimulates *Hpse* expression, and as a result cell surface heparanase abundance. Increased heparanase abundance reduces cell surface HSPGs and NCR HS co-ligand abundance, inhibiting NK-cell antitumor activity. When NURF is depleted, *Hpse* expression and heparanase is reduced. Reduced heparanase abundance increases cell surface HSPGs and NCR HS co-ligands, improving NK cell-mediated antitumor activity. All quantitative data shown represent mean ± stdev.

### BPTF depletion enhances the immune response to established tumors

To determine if BPTF suppression of the antitumor immune response could be conserved in human tumors, we monitored the immune cell composition from human breast tumor microarray data sets using the CIBERSORT algorithm [35]. From this analysis, we observed an enrichment of γδ T cells, resting CD4 T cells and B cells in tumors with high *BPTF* expression. Conversely, tumors expressing low levels of *BPTF* are enriched for active dendritic cells, macrophages, neutrophils, CD8+ T cells and Treg cells (Figure 6A). These results suggest that low *BPTF* levels correlate with increased abundance and activity of immune cells in human breast tumors. These results are supported by an independent analysis of the larger breast cancer provisional TCGA RNA-Seq data set [36]. This analysis revealed an increase in the expression of CD8 T cell, NK cell, macrophage and Treg cell markers, and immune cell cytokines in breast tumors with low levels of BPTF expression (Figure 6B) (Supplementary Figure 6A). We observe increased *NKp44* (*NCR3*) expression but not *NKp46* (*NCR1*) possibly because the elevated *IL2* expression in *BPTF* low tumors could downregulate *NKp46* [37].

**Figure 6:**
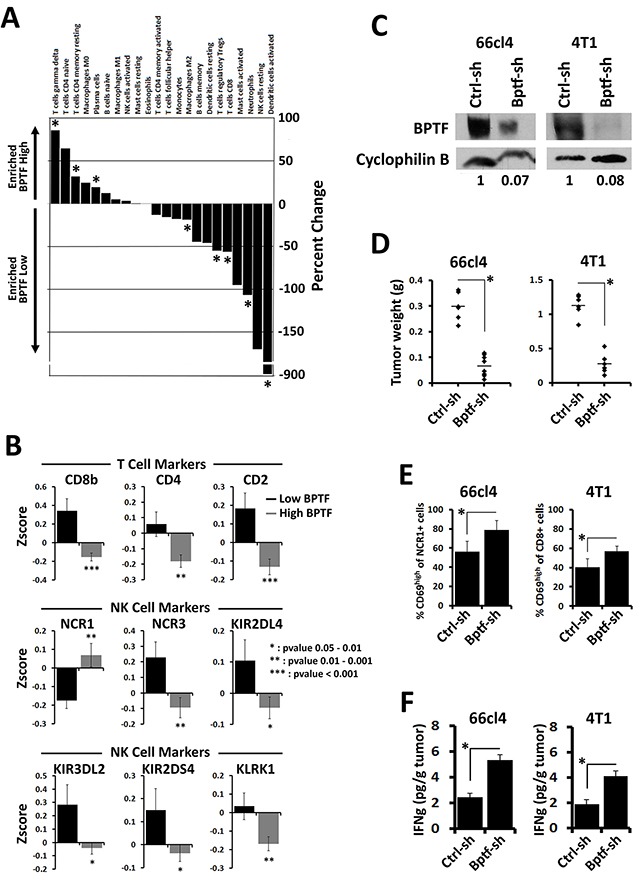
BPTF is required for an immune suppressive tumor microenvironment **(A)** Differential immune profiles identified using CIBERSORT between *BPTF* high and *BPTF* low expression groups from microarray expression profiles (* = ttest pvalue < 0.1). **(B)** Differential expression of immune cell markers in *BPTF* high and *BPTF* low expression groups from Zscore normalized expression data from breast cancer TCGA datasets (pvalues are shown in panel). **(C)** BPTF Western blot analysis of 66cl4 and 4T1 tumors injected with rAd expressing either control or BPTF KD shRNAs. Cyclophilin B was used as a loading control. ImageJ relative quantitation to controls are shown as numbers below blots. **(D)** Weights of 66cl4 and 4T1 tumors after treatment with rAd (n ≥ 6 biological replicates, * = ttest pvalue < 0.000003). **(E)** Flow cytometry analysis of 66cl4 tumor infiltrating NK cells and 4T1 tumor infiltrating CD8+ T cells. Active lymphocytes are quantified as percent CD69high of total infiltrating NK cells (NCR1+) or CD8+ T cells (CD8+) (n ≥ 4 biological replicates, * = ttest pvalue < 0.01). **(F)** IFNγ concentrations from 66cl4 and 4T1 tumor extracts measured by ELISA (n ≥ 6 biological replicates, * = ttest pvalue < 0.04). All quantitative data shown represent mean ± stdev.

To further test this model, we injected established 66cl4 and 4T1 tumors with replication-deficient adenovirus (rAd) expressing control or BPTF KD shRNA. 67NR tumors could not be used for these experiments because they undergo apoptosis after transduction by rAd in culture (data not shown). We had previously shown that BPTF KD 4T1 tumors upregulate antigen processing genes to improve the CD8+ T cell antitumor response [19]. Western blot analysis of 66cl4 and 4T1 treated tumors show that rAd treatments resulted in BPTF KD (Figure 6C). BPTF KD in established tumors significantly reduced tumor weights compared to controls (Figure 6D), and we occasionally observed complete 66cl4 tumor regression with BPTF KD (rAd BPTF shRNA = 3 of 17 treated tumors, rAd control shRNA = 0 of 16 treated tumors). To measure the effects of BPTF KD on the antitumor immune response, we monitored the activation of NK and CD8+ T cells in 66cl4 and 4T1 tumors, respectively. Consistent with our previous studies, BPTF KD in established tumors resulted in a greater percentage of CD69^high^ NCR1+ NK cells in the 66cl4 TME, or CD69^high^ CD8+ T cells in the 4T1 TME (Figure 6E). Increased activation of NK and CD8+ T cells coincided with elevated IFNγ, suggesting a conversion to a Th1 TME (Figure 6F). As a control, transduction of NK-92 cells and splenic mouse OT1 T cells in culture with rAd to achieve BPTF KD followed by coculture assays show that BPTF KD does not significantly alter NK or T cell cytolytic activity (Supplementary Figure 6B-6F). These results indicate that these effector cells are likely functional after BPTF KD rAd treatments.

## DISCUSSION

Understanding how tumors escape the immune response is of great interest to tumor immunologists. Epigenetic escape mechanisms, most prominently DNA methylation and histone deacetylation, suppress tumor cell antigenicity to inhibit T cells, and ligand expression to inhibit NK cells [38]. Because many epigenetic regulators are required for gene expression, chromatin remodeling is predicted to have similar functions in tumor cells. Using transplantable tumor models, we tested this prediction and discovered that BPTF, and by extension NURF, represses NK-mediated antitumor activity. We also observed pro-tumor NK cell activities to 66cl4 tumors, which the use of a NCR1 blocking mAb suggest are NCR1 mediated. NCR1 expressing NK cells and immature lymphoid cells can control the immune response by direct killing of dendritic cells and T cells [39, 40], which could suppress an adaptive immune response to 66cl4 tumors, possibly explaining their pro-tumor activities. In total, these results support the idea that BPTF is a novel regulator of the NK cell-mediated antitumor immune response.

To identify BPTF-dependent NK receptor ligands, we used two complementary approaches. We first used the human NK-92 cell line to demonstrate that the BPTF-regulated ligand(s) are conserved across species, and second used microarrays to discover that components of the HS synthesis and degradation pathways are BPTF-dependent in tumors. The most noteworthy BPTF-regulated factor discovered was the HS degrading enzyme heparanase, an enzyme which is highly conserved in both sequence and function between mouse and humans [41]. NURF could directly regulate *Hpse* expression because BPTF occupies its regulatory elements, but it is also equally possible that NURF regulates *Hpse* indirectly. Characterizing NURF-regulated chromatin remodeling activities and mechanisms of NURF recruitment to these regulatory elements would be required to support a model where NURF directly regulates *Hpse*. Using similar approaches we discovered that NURF directly regulates chromatin structures surrounding CTCF binding sites to influence their regulatory activity [15]. One possibility is that NURF could be recruited to the *Hpse* promoter through its ability to bind the promoter associated histone modifications H3K4me3 and H4K16ac [42]. Alternatively, NURF could be recruited to *Hpse* regulatory elements through interactions with novel transcription factors [12].

HS and HSPGs are highly conserved, common co-ligands to all NCRs, and they influence NK cell-mediated antitumor immunity in both humans and mice [5, 9, 11]. Consistent with BPTF regulating the expression of NCR co-ligands, NKp30 and NCR1 mAb blocking and heparin inhibition experiments reduce the enhanced NK cell cytolytic activity to BPTF KD targets *in vitro*. Also consistent, we observe rescue of BPTF KD tumor growth when NCR1 blocking mAb are used *in vivo* and is consistent with other reports that NCR1 is important for antitumor activity [5, 43, 44]. Coincident with reduced cell surface heparanase, Western blotting identified HSPGs which increase in abundance on the surface of BPTF KD cells. Heparanase binds HSPGs, stimulating endocytosis and eventually HS cleavage, which could explain the observed increased cell surface HSPG levels on BPTF KD cells [41]. These results in total suggest a model where BPTF upregulates heparanase expression to down regulate cell surface HSPG levels, a co-ligand to NCR1, reducing NK cell cytolytic activity. While this model is consistent with the data we cannot rule out that bonified, and yet unidentified, NCR ligands are NURF regulated which contribute to changes in NK cell activity [45].

The significance of BPTF, and by extension NURF, regulation of *HPSE* in cancer could have broader implications. *HPSE* is commonly upregulated in cancer cells to impact angiogenesis, metastasis, tumor growth and inflammation [11]. It is therefore plausible that differences in tumor shape with BPTF KD could result from abnormal angiogenesis, or establishing a fibrin shell. Decreases in heparanase levels could also contribute to defects in metastases, as previously observed with BPTF KD melanoma tumors [46]. Defects could result from reductions in cell motility [45], or from enhancements of NK cell antitumor activity which is most significant to metastatic cancer cells [47]. These hypotheses, partially supported by our data, warrant more detailed studies on roles for BPTF during metastasis.

NK cells have greatest therapeutic significance to hematological malignancies, where NK cell activity can result in disease remission. NK cell activity against solid tumors is less significant because the immune suppressive TME inhibits NK cell infiltration and activity [48]. We show for the first time that depleting BPTF in the TME could circumvent problems inherent to the use of NK cells as an immunotherapy toward solid tumors. BPTF depletion in 66cl4 tumors with rAd resulted in tumor regression with about 18% frequency, despite incomplete BPTF KD. Regression could result from the elevated IFNγ converting the TME to a Th1 microenvironment and enhancing the activity of other effector cells, or from promoting epitope spreading, which could expand novel tumor reactive T cell clones [49]. We speculate that tumor regression is not observed in the 4T1 model because of significant immunosuppressive activity of the remaining myeloid derived suppressor cells after gemcitabine treatments [50]. It is also noted that there are observed differences in the immune response between mouse and human BPTF KD vs *BPTF* low tumors. Using the mouse tumor models we do not detect significant differences in NK cell abundance with BPTF KD, but differences in abundance are observed in human breast tumors with low *BPTF* expression. These differences could be due to differences in how mouse tumors or NK cells respond to low intratumor BPTF levels compared to similar conditions in humans. Alternatively, increased infiltration of NK cells in *BPTF* low human breast tumors could result from increased CD8 T cell antitumor activity, which we previously observed to the 4T1 mouse breast tumor model [19]. To resolve these unknowns, expanded studies on the response of human tumors to BPTF inhibition will need to be conducted, which was limited in the current study to the use of cancer cell lines *in vitro*. It is our ultimate goal to translate these findings into a novel immunotherapy, which could be initiated by using newly identified BPTF bromodomain small molecule inhibitors [51] alone or in combination with established immune stimulating chemotherapies [52] or immunotherapies like NK cell adoptive cell transfer [53].

## MATERIALS AND METHODS

### Mice

BALB/cJ, NOD/SCID/Ifrg2r−/− (NSG) and C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT1) female mice 6-8 weeks of age weighting ∼ 20 g (Jackson Laboratory) were housed under aseptic barrier conditions as approved by Virginia Commonwealth University IACUC.

### Cell culture

67NR, 66cl4, 4T1 (Wayne State University, 2010) SY5Y and HEK 293T (ATCC, 2010) were cultured in complete media (CM) (DMEM, 10% FBS, 1% NEAA, 1% glutamine, and 1% penicillin/streptomycin). T47D and MDA-MB-436 (ATCC, 2010) were cultured in RPMI, 10% FBS, 1% NEAA, 1% glutamine, 1% penicillin/streptomycin and 5 μg/ml insulin. NK-92 cells (ATCC, 2012) were cultured in Alpha MEM, 12.5% horse serum, 12.5% FBS, 2 mM L-glutamine, 1.5 g/L sodium bicarbonate, 0.2 mM inositol, 0.1 mM 2-mercaptoethanol, 0.02 mM folic acid and 200 U/ml Il-2. OT1 T cells were cultured in CM with 1% HEPES, 5×10^−5^ M 2-mercaptoethanol and 500 U/ml mouse Il-2. Cell lines were validated by Wayne State University or ATCC prior to shipment by short tandem repeat (STR) profiling. Mycoplasma contamination was tested and confirmed to be negative every 2 years using Universal Mycoplasma Detection Kit (ATCC).

ShRNAs were introduced into 67NR and 66cl4 cells using the pSIREN-RetroQ system (Clonetech). pSIREN plasmids Ctrl-sh1, Ctrl-sh2, Bptf-sh1, Bptf-sh2, HPSE-sh1, HPSE-sh2 are available at Addgene as stock numbers 73665, 73666, 73667, 83045, 92033, 92034 respectively. ShRNAs were introduced into T47D, MDA-MB-436 and SH-SY5Y cells using the lentiviral pLVTHM system. pLVTHM plasmids Ctrl-sh1, Bptf-sh1, Bptf-sh2 are available at Addgene as stock numbers 83046, 83277, 83278, respectively. Transduced cells were selected with 0.5 μg/ml puromycin after 48 hours.

### Replication-deficient adenovirus

To construct rAd-BPTF and rAd-Luc, we used the AdenoQuick cloning system (OD260, Inc.) according to the manufacturer's instructions. pAD388 cosmids Ctrl-sh, Bptf-sh are available at Addgene as stock numbers 83275, 83276, respectively. The cosmid DNA was transfected into HEK-293T cells and serially amplified 3 times to obtain high titer virus [54]. Virus titer was determined by TCID50 according to the manufacturer's instructions. 66cl4 and 4T1 cells were infected with 1×10^6^ PFU rAd twice during a one week period.

Spleens from OT1 mice were harvested and depleted of erythrocytes with RBC lysis buffer and cocultured with mitomycin C-treated B16F10-OVA cells for 3 weeks. 3×10^6^ cultured NK-92 or 5×10^5^ expanded OT1 T cells were then infected with 2×10^7^ or 2×10^6^ rAd in a volume of 10 ml or 1 ml for 5 days.

### Tumor studies

1×10^5^ 67NR cells and 1×10^4^ 66cl4 cells were injected into the fourth mammary fat pad of BALB/c or NSG mice. Tumors were analyzed at 21 days (67NR) or 28 days (66cl4). For rAd studies, BALB/c mice were inoculated with 1×10^6^ 66cl4 or 3×10^5^4T1 cells and injected intratumorally with rAd-Luc or rAd-BPTF (1×10^9^ PFU in 100ul) every 3 days for 3 weeks once tumors were ∼5 mm in any dimension. Animals were euthanized 1 week after the last rAd injection. For 4T1 studies, mice were injected intraperitoneally (I.P.) with 1.2 mg/mouse gemcitabine 5 days after tumor inoculation and once every 7 days thereafter.

### mAb depletions

GK1.5, 2.43 and SH-34 mAb depletions were performed as described previously [19]. Briefly, mAbs were purified from ascites fluid by ammonium sulfate fractionation and 225 μg/mouse was injected on day −2, and −1. Tumors were inoculated on day 0 and mAb was injected once every 5 days following tumor inoculation.

### mNCR1.15 blockade

100 μg/mouse mNCR1.15 (Center for Proteomics, University of Rijeka, Croatia) was injected on day −2 and −1. Cell lines were inoculated on day 0 and mNCR1.15 was injected once every 5 days thereafter.

### Western blot

For total extracts, protein from cell cultures or homogenized tumors was extracted by TRI Reagent. Cell surface protein extraction was performed as described previously [55]. Primary antibodies: anti-BPTF (Millipore Cat# ABE024), anti-HS (Millipore Cat# MAB2040), and anti-HPSE (Santa Cruz Cat# sc25826) then anti-mouse or rabbit HRP secondary (Cell Signaling). Loading was determined Cyclophilin B.

### NK cell cytotoxicity assay

NK cells were purified from the spleen of naïve BALB/c mice by negative selection using MACS separation (Miltenyi Biotech). Purified mouse NK cells or cultured NK-92 cells were placed on mitomycin C-treated targets for 24 hrs (mouse NK cells with mouse targets), 7 hrs (NK-92 cells with mouse targets) or 4 hrs (NK-92 cells on human targets). For antibody blocking experiments, NK cells were pre-incubated for 1 hr with 10 μg/ml blocking antibodies to NCR1 (mNCR1.15 from Stipan Jonjic, Center for Proteomics, University of Rijeka, Croatia), hNKp46 (Biolegend Cat# 13614), hNKp30 (Biolegend Cat# 325204) or hNKG2D (BD Pharmingen Cat# 552866). For hyperactivation, cocultured mouse NK cells were treated with 0.8 μM PMA, 0.35 μM Ionomycin and 50 U/ml IL-2. For media preconditioning, mitomycin C treated targets were incubated for 24 hrs, growth media was then removed and incubated with NK cells for 24 hrs before assay on targets. For heparin competition experiments, cocultures were incubated with 100 μg/ml heparin (Sigma) in growth media during coculture with target cells. For heparinase treatment, 66cl4 cells were pretreated with 1 U/ml bacterial heparinase I/III (Sigma) in DMEM, 1% BSA for one hr at 37°C before coculture with NK cells. Cell death was measured using the CytoTox 96® Non-Radioactive Cytotoxicity Assay (Promega).

### qRT-PCR

Quantitative RT-PCR was performed as described previously [19]. Primer pairs are found in Supplementary Data Set 2.

### Flow cytometry

Cultured 67NR and 66cl4 cells were stained with H2-Kd (Cat# 553566), H2-Dd (Cat# 558917), H2-Ad (Cat# 553548), Qa1 (Cat# 559829) antibodies or Annexin V (Cat# 556421), and 7AAD viability dye. To measure NK activity, mouse NK cells were incubated for 24 hours with mitomycin C treated targets, removed and stained with NCR1 (Cat# 137605) (Biolegend) and CD69 (Cat# 561932) antibodies and 7AAD viability dye. To measure NK cells in the spleen, splenocytes were stained with CD3 and DX5 (Cat#561066) antibodies and 7AAD viability dye.

Tumor infiltrating lymphocytes were purified as described previously [19]. Purified lymphocytes were stained with NCR1, CD69, CD3 (Cat# 553060), or CD8 (Cat# 100706) antibodies and 7AAD viability dye. All antibodies used for flow cytometry are from BD Pharmingen, unless otherwise specified.

The *NCR1*-Ig fusion protein (gift from Ofer Mandelboim from The Hebrew University of Jerusalem) was purified from HEK293T cells as described previously [56]. For heparinase treatment, 67NR and 66cl4 cells were treated with 10 U/ml bacterial heparinase I/III (Sigma) in 1% BSA DMEM for 1 hr at 37°C. Then 1×10^5^ cells were incubated with 1 μg NCR1-Ig for 1 hr at 4°C and stained with PE- anti-human-IgG Fc (Biolegend Cat# 409304).

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as previously described [15]. Primer pairs are found in Supplementary Data Set 2.

### Enzyme linked immunosorbent assay (ELISA)

Tumors were minced and suspended in hanks balanced salts supplemented with complete protease inhibitor. After 3 cycles of freeze thaw, samples were centrifuged at 15,000 x rcf at 4°C for 15 min and the supernatant was collected. ELISA for IFNγ (R&D Systems) was performed according to the manufacturer's instructions.

### NCR1 reporter assay

NCR1-ζ, *Il-2* reporter BW cells (gift from Ofer Mandelboim from The Hebrew University of Jerusalem) were cocultured with 67NR or 66cl4 targets at 1:1 E:T ratio for 48 hrs. *Il2* expression was measured by qRT-PCR and normalized to *NCR1-ζ* expression. Primer pairs are found in Supplementary Data Set 2.

### Microarray

RNA extraction, microarray analysis and statistical analysis were performed as described [57, 58]. Data is available as GEO accession #GSE785756.

### Bioinformatics

RNAseq Zscores were downloaded from The Cancer Genome Atlas (TCGA). For each cancer, patients were divided into high (n = 325) and low (n = 169) *BPTF* expressing groups using a Zscore cutoff of >1 and <-1 respectively. A t-test was performed to evaluate differential expression of HPSE between the *BPTF* high and *BPTF* low groups. For immune cell markers, an unpaired t-test was performed to assess differential expression of immune cell markers between *BPTF* low and *BPTF* high samples.

Microarray expression profiles from patients with breast cancer were downloaded from NCBI GEO (GSE2109) (n = 348). Patients expressing 1 standard deviation above or below the mean level of expression were binned as *BPTF* high (n = 40) and *BPTF* low (n = 45), respectively. Probe level data from both groups were used as input for the CIBERSORT deconvolution algorithm. Immune profiles from *BPTF* high and *BPTF* low groups were compared.

### Statistics

Excel was used to calculate statistical differences between groups using the two-tailed Student's t-test.

## SUPPLEMENTARY MATERIALS FIGURES AND DATA

## Abbreviations

BPTF: bromodomain PHD finger transcription factor
ChIP: chromatin immunoprecipitation
GO: gene ontology
HPSE: heparanase
HS: heparan sulfate
HSPG: heparan sulfate proteoglycan
mAb: monoclonal antibody
NCR: natural cytotoxicity receptor
NK: natural killer
NURF: nucleosome remodeling factor
P+I: PMA + Ionomycin
rAd: replication-deficient adenovirus
TME: tumor microenvironment.

How the deposited data were processed for this re-analysis (not part of the article)

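Tumor RNA from 36 mice was measured on Affymetrix mouse arrays: 67NR and 66cl4 tumors, grown in BALB/c and in NSG mice, with 3 control and 6 BPTF KD tumors in each of 4 comparisons. The authors took out necrotic tissue, extracted total RNA, labelled 500 ng and deposited log2 values summarized and normalized by RMA, a tool that the submitters' processing notes name without a version. The table held 22690 probe sets and no missing value. Medians per array ran from 7.03 to 7.21, and correlations between arrays from 0.918 to 0.9961.

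Of the probe sets, 20393 carried 1 gene symbol, 691 several and 1606 none. Symbols were brought up to date through the Entrez ID with RefSeq names (20364 found). Each gene was read from the probe set with 1 symbol and the highest mean over all tumors, giving 12394 genes, of which 1189 were read from probe sets ending in _x_at or _s_at that can bind related transcripts. The values were used as deposited, without further normalization or a filter.

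BPTF KD tumors were compared with controls in each comparison with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Differences of the BPTF KD effect between hosts or cell lines were tested as interactions in fits of 18 tumors, and control groups were contrasted with limma as well. Gene groups were 27 fixed lists of cell types and functions and 1 of genes the paper names. They were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation, and with fry. Fry was read for a shared direction and, where stated, for change in either direction. Members were also adjusted over the list alone. Single measures were compared by exact permutation over 84 splits of 9 tumors, and overlaps by Fisher's exact test. RNA integrity was read as the 3′ minus 5′ difference of the actin and Gapdh control probe sets. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures. The procedure was tested on simulated data, where 89% to 100% of genes changed by 2 log2 units were recovered in BALB/c tumors. These shares need not hold for the genes named here.

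Genes were named by a rule: in each comparison, the 10 largest increases and 10 largest decreases past the threshold, or, where fewer passed, the smallest p up to 5 in that direction, given as values. Up to 4 members of a list with the smallest p, and every gene the paper names, could be added. Values of some genes in Supplementary Data Set 1, among them *Bptf*, *H2-Ab1*, *Cxcl9* and *Slc40a1*, had been seen before this rule was written. The comparisons, lists, rule and alternatives were set before the data were examined, unless stated. Alternatives were a fit of all 36 tumors, the methods' t-test, leaving out the dimmest 25% of genes, another quantile normalization, subtraction of each array's median, a block for the replicate number, counting all probe sets, another choice of probe set, array weights, an RNA integrity covariate, the false discovery rates in the headings of the paper's tables, and leaving out each tumor. The hairpin carried by each tumor was not used, and the BPTF KD tumors of a comparison were counted as independent. The readable part of Supplementary Data Set 1 was the first 1999 lines for 66cl4 and 1047 for 67NR in BALB/c mice.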

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

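The tests of *Bptf* in 67NR, those of the fibroblast and proliferation genes, the splits for the interferon gamma response list, the count of dim lymph node genes, the parts of the RNA integrity test in 66cl4 and the setting aside of the NK and T cell lists in the host test were chosen only after those results were seen.

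Dixon's ratio was taken for 30 measures in the 4 groups of 6 BPTF KD tumors, and 10 of 120 groups held a tumor far from the others, where chance gives about 1 in 20. In 67NR tumors from BALB/c mice, these were *Bptf* on its brightest probe set in replicate 6 (8.34, nearest 9.82), the 3′ minus 5′ difference in replicate 1 (1.31, nearest 0.795) and the skeletal muscle list in replicate 3 (11.51, nearest 7.73). In 66cl4 tumors from BALB/c mice, they were the MHC class II list in replicate 6 (10.50, nearest 10.91) and the HSPG sheddase list in replicate 5 (8.05, nearest 7.97). In 67NR tumors from NSG mice, they were the activating NK receptor ligands in replicate 5 (7.88, nearest 8.22), the epithelial list in replicate 4 (6.18, nearest 5.91) and the proliferation list in replicate 6 (9.58, nearest 10.19). In 66cl4 tumors from NSG mice, they were the HSPG sheddase list in replicate 5 (7.98, nearest 7.73) and the skeletal muscle list in replicate 4 (7.64, nearest 6.30).

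The BPTF KD effect differed between cell lines in NSG mice for 119 genes and, by camera at its preset correlation, for 7 of 27 lists. Between cell lines in BALB/c mice it differed for 16 lists, between hosts in 67NR for 16 and between hosts in 66cl4 for 8. In each case 0 lists passed by camera with an estimated correlation and by fry for a shared direction. By fry for change in either direction some passed, such as the epithelial list between cell lines in NSG mice (adjusted p = 1.41e-04). In genes the paper does not discuss, the fibroblast list was at 0.74 and the proliferation list at -0.36 in 67NR tumors from NSG mice. The skeletal muscle list was 3.87 higher in 66cl4 controls from BALB/c than from NSG mice (camera adjusted p = 1.42e-12, and 0.176 with an estimated correlation).

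Immune gene lists had higher medians with the BPTF KD label in BALB/c mice. The larger of the B cell and lymph node medians was 0.214 of the T cell median in 67NR and 0.331 in 66cl4. However, 5 of 6 lymph node genes were among the dimmest 25%. The B cell list was called higher by camera (adjusted p = 0.00072 and 0.0378, and 0.181 and 0.533 with an estimated correlation), as was the lymph node list in 67NR (0.0276, and 0.228). With a tumor left out, the B cell call in 66cl4 held in 7 of 9 runs (adjusted p up to 0.237). The lymph node call in 67NR also held in 7 of 9 (up to 0.0990). A lymph node in the tissue therefore cannot be told apart. Nor can more mammary fat around smaller tumors (adipocyte median 0.409 in 67NR, 0.297 to 0.496 with a tumor left out, and 0.13 in 66cl4, 0.058 to 0.205; skeletal muscle 1.332, 0.44 to 1.639, and 0.005, -0.522 to 0.5; epithelial 0.243, 0.19 to 0.292, and 0.013, -0.09 to 0.055), nor RNA integrity for the NK list in 66cl4 (1.283 of its median with the covariate, but 0.284 with a tumor left out), while RNA integrity is argued against for the 4 lists in 67NR (0.997 or more, 0.901 with a tumor left out) and the T cell, MHC class II and interferon gamma lists in 66cl4 (1.052 or more, 0.765), where 0 genes passed with it. The host's NK and T cell immunity stays open as a biological explanation, and 67NR directions follow labels that *Bptf* does not bear out. The effect on the interferon gamma list was larger in BALB/c than NSG mice in 67NR and 66cl4 (camera adjusted p = 1.637e-15 and 1.708e-09, and 0.0763 and 0.358 with an estimated correlation). NSG mice lack the NK and T cells that make *Ifng*, and B cells as well. This contrast therefore cannot single out NK and T cells. The same test for the NK list (2.207e-06 in 67NR and 0.05347 in 66cl4, and 0.0784 in 67NR with an estimated correlation) and the T cell list (1.313e-15 and 0.006477, and 0.0763 and 0.406) decides nothing, since NSG mice lack these cells.

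*Bptf* on its brightest probe set was not lower across the 67NR tumors labelled BPTF KD in BALB/c mice. RNA integrity cannot be told apart: on the probe set with the largest fall in 66cl4, chosen after its values were seen, the log2 change with the covariate was -0.302 ± 0.479 SE, from -1.02 to 0.012 with a tumor left out. The tumors were scored on the mean of 141 genes called in 67NR tumors of NSG mice, taken from centered values. Of the 6 tumors, replicates 2 and 5 (-0.361 and -0.401) scored no higher than the highest control (-0.311). On the same *Bptf* probe set both lay above every control (10.20 and 10.25, controls at most 9.43). Replicate 1, at 7.36, scored highest (1.254). A mislabelled sample therefore stays open, but the score need not read the label. The highest-scoring replicates 1 and 3 also had the highest fibroblast means of the 6 (11.012 and 10.775). Without Control replicate 1, the genes called in 67NR tumors of NSG mice numbered 5. The score did not follow *Bptf* throughout, as replicate 6, lowest on that probe set (7.23), scored -0.260 and replicate 3, among the controls (9.09), 0.960. In replicates 2 and 5, MHC class II (10.83 and 11.40), MHC class I (11.25 and 11.68) and interferon gamma (9.24 and 10.16) means lay above every control (at most 10.06, 10.72 and 8.76), as did the NK, cytotoxic, dendritic and inhibitory ligand means, but the T cell (6.69) and fibroblast (9.02) means of replicate 2 and the proliferation mean of replicate 5 (10.75) lay among them (5.98 to 6.73, 9.01 to 9.30 and 10.69 to 10.85). No control was out of place as a partner in a swap, and loss of the hairpin during growth was not tested.

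In the 67NR tumors labelled BPTF KD of NSG mice, camera at its preset correlation called the fibroblast list higher and the proliferation list lower. Of their genes, 1 of 17 and 0 of 25 passed. The adjusted p was 0.946 for both with an estimated correlation, and 0.270 and 0.372 by fry for a shared direction. A lower share of tumor cells stays open. The fibroblast median exceeded the macrophage median by 0.899 (0.636 with a tumor left out) and the endothelial median by 0.532 (0.291). This argues only against an even rise of fibroblasts, macrophages and endothelial cells. It cannot decide whether fibroblasts alone took the place of tumor cells, as these medians would then differ too. RNA integrity is argued against, since both lists kept 0.849 of their median or more with the covariate (0.714 with a tumor left out). A change in the fibroblasts or tumor cells themselves stays open and was not tested.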

How the results depend on the processing

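The methods' t-test over all probe sets and the leaving out of control tumors from the control contrasts were chosen only after the results were seen.

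With 3 controls per comparison, counts of genes depend on single tumors and on how the spread is estimated. The limit set by array signal over background was tested only by leaving out the dimmest 25% of genes. Where no cause is named below, the cause was not tested. Values are given in the order 67NR BALB/c, 66cl4 BALB/c, 67NR NSG and 66cl4 NSG.

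For genes past adjusted p 0.05, the main counts were 0, 23, 141 and 0. A fit of all 36 tumors gave 607 in 67NR BALB/c and 0 in 66cl4 BALB/c. The methods' t-test gave 0 in 66cl4 BALB/c and 10 in 67NR NSG, and over all probe sets 0 and 13. In 66cl4 BALB/c, quantile normalization again gave 6 and the RNA integrity covariate 0. Counting all probe sets gave 64 in 66cl4 BALB/c and 214 in 67NR NSG, more features being counted. Array weights gave 1122, 3125, 1927 and 1389, but with weights other splits of the same tumors reached 4935, 5014, 4251 and 2736. At the headings' adjusted p under 0.11, 1579 genes passed in 66cl4 BALB/c, and under 0.16, 584 in 67NR NSG. Leaving out 1 tumor gave 0 to 0, 0 (without Control replicate 2) to 2208 (without Control replicate 1), 5 (without Control replicate 1) to 620 (without BPTF KD replicate 5) and 0 to 4 (without Control replicate 3). In 66cl4 BALB/c, each of the 9 tumors moved the count by over 1.5 times when left out.

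For genes past unadjusted p 0.01, the main counts were 190, 1274, 686 and 210. A fit of all 36 tumors gave 1169 in 67NR BALB/c and 375 in 66cl4 BALB/c, and the methods' t-test 651 in 66cl4 BALB/c. Over all probe sets that t-test gave 325 in 67NR BALB/c and 561 in 66cl4 NSG. All probe sets gave 375, 2321, 1224 and 409, array weights 1666, 2891, 2122 and 1860, the integrity covariate 378 in 67NR BALB/c and 385 in 66cl4 BALB/c, and leaving out the dimmest 25% gave 120 in 66cl4 NSG. Leaving out 1 tumor gave 61 (without Control replicate 3) to 358 (without BPTF KD replicate 2), 378 (without Control replicate 2) to 2292 (without Control replicate 1), 282 (without Control replicate 3) to 1237 (without BPTF KD replicate 5) and 131 (without Control replicate 2) to 422 (without BPTF KD replicate 5).

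The replicate numbers did not pair the tumors: correlations of same-numbered tumors ran from -0.451 to 0.268. As a block they gave 7 genes in 66cl4 BALB/c and 685 in 67NR NSG past adjusted p 0.05, 93 in 67NR BALB/c and 1435 in 67NR NSG past unadjusted p 0.01, and *Bptf* at 0.273 in 67NR BALB/c.

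*Bptf* in 67NR BALB/c (-0.055) was at 0.101 with array weights and from -0.215 (without BPTF KD replicate 2) to 0.253 (without BPTF KD replicate 6). In 66cl4 BALB/c it passed with array weights (-0.989) and ran from -1.335 (without Control replicate 1) to -0.780 (without Control replicate 2), and in 66cl4 NSG it passed with array weights (-0.403). *Eml5* in 67NR BALB/c turned to 0.025 with another probe set, *H2-D1* in 67NR NSG to 0.023 with the integrity covariate, and *Mmp2* in 66cl4 NSG ran from -0.978 (without Control replicate 3) to 0.057 (without Control replicate 1). None of these 3 had passed.

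For differences between hosts, a fit of all 36 tumors gave 27 genes in 67NR, and array weights 1798 in 67NR and 771 in 66cl4, against 0 and 0. Leaving out 1 tumor gave 0 to 16 in 67NR and 0 to 6 in 66cl4. For differences between cell lines (0 in BALB/c, 119 in NSG), these were 1 and 5 in a fit of all tumors, 2196 and 1455 with array weights, and 0 to 1 and 36 to 317 with a tumor left out. Among controls, BALB/c minus NSG gave 353 to 1055 genes in 67NR and 902 to 3649 in 66cl4.

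Lists past adjusted p 0.05 by camera at its preset correlation numbered 20, 9, 3 and 6. With an estimated correlation they numbered 0, 0, 0 and 0, and by fry for a shared direction 0, 2, 0 and 0. By fry for change in either direction lists were not counted here. Some passed, such as the HSPG core list in 67NR NSG (adjusted p = 0.00116). By camera at its preset correlation, leaving out 1 tumor gave 5 to 11 lists in 66cl4 BALB/c and 2 to 6 in 67NR NSG. Of values for named genes under the other settings, 821 kept their side of the threshold, 133 no longer passed and 55 newly passed. With a tumor left out, these were 693, 216 and 8. Values kept on their side include some that had not passed, lay within 1 SE of 0 and changed sign.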

Differences from the paper's values

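The methods' t-test over all probe sets was chosen only after the values were seen.

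In 67NR tumors from BALB/c mice, the paper's table holds 348 probe sets at an unadjusted p of 0.01, and 190 genes passed here. Of the alternatives set before the data were examined, counting all probe sets (375) and the RNA integrity covariate (378) came within 1.5 times of the paper's count. The fit of all 36 tumors (1169), the methods' t-test (162), leaving out the dimmest genes (139), quantile normalization again (182), median subtraction (189), the replicate block (93), another choice of probe set (183) and array weights (1666) did not. The methods' t-test over all probe sets, chosen after seeing the values, gave 325 and drops 108 of the paper's 348. The values in the paper's tables are not those deposited: mean levels differed by a median of 0.0767 log2 in 67NR and 0.0733 in 66cl4, so these drops need not come from the test, and their cause was not tested. In 66cl4, the paper's table holds 1183 probe sets, and 1274 genes passed here. Leaving out the dimmest genes (1115), quantile normalization again (1239), median subtraction (1264), the replicate block (856) and another choice of probe set (1274) came within 1.5 times of 1183. Counting all probe sets (2321), the fit of all 36 tumors (375), the methods' t-test (651), array weights (2891) and the RNA integrity covariate (385) did not. The t-test over all probe sets gave 1189 and drops 262.

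Of the paper's 348 probe sets, 130 were higher and 218 lower with BPTF KD, against 110 genes higher and 80 lower here, and 134 higher and 191 lower by that t-test over all probe sets. The readable lines of the 67NR table carry q values from 0.347 to 0.55, beside a heading that gives a false discovery rate of 0.11. No line of *Bptf* is among the 1047 lines read for 67NR, and 3 are among the 1999 for 66cl4. The fold changes of genes named here that the tables or Figure 4A give were compared in 33 cases, and 0 differed in direction or by more than the larger SD of the 2 groups. Over all lines read, log2 fold changes differed by a median of 0.0233 in 66cl4 and 0.03 in 67NR. The value of *Ndst3* read by eye in Fig. 4A matches.

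The paper names *Mmp2* as the only sheddase deregulated in 67NR tumors from NSG mice. Here *Mmp14* also rose (1.69-fold, limma adjusted p = 0.0327, above every control in 6 of 6 tumors). That call ended with the methods' t-test (adjusted p = 0.123) and without any 1 of 6 of the 9 tumors. The supplementary figure on which the paper's statement rests was not read here. Whether *Mmp14* was among its sheddases, and at what threshold, is therefore unknown.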

Other observations

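The splits for the interferon gamma response list were chosen only after that result was seen.

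NK cell genes were set beside the paper's flow cytometry, which found more NCR1+ cells in 67NR than in 66cl4 tumors and no change of their share with BPTF KD. Among controls in BALB/c mice, *Ncr1*, the gene of that marker, was higher in 67NR (log2 0.71 ± 0.22 SE, limma adjusted p = 0.0266), as was *Ifng* (1.56 ± 0.27, adjusted p = 0.000970). In 66cl4 controls, *Ifng* averaged 4.00 in BALB/c and 3.97 in NSG mice. It may be near background there, so the size of its difference is uncertain. Of 13 NK cell receptors and regulators, 3 were higher and 1 lower in 67NR (median 0.20, camera adjusted p = 0.318). With the BPTF KD label, *Ncr1* was at 0.73 ± 0.67 in 67NR (adjusted p = 0.803) and 0.80 ± 0.33 in 66cl4 (adjusted p = 0.158). With a tumor left out, it ran from 0.303 to 1.063 in 67NR and from 0.548 to 1.013 in 66cl4. *Cd69*, the activation marker of the paper's flow cytometry, was not analysed here.

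Inhibitory MHC class I ligands in BALB/c mice had a median of 0.46 in 67NR (camera adjusted p = 0.00274, and 0.181 with an estimated correlation) and 0.22 in 66cl4 (0.0807, and 0.533). By fry for a shared direction, the adjusted p was 0.0811 in 67NR and 0.0496 in 66cl4. With a tumor left out, the median ran from 0.372 to 0.548 in 67NR and from 0.152 to 0.367 in 66cl4. In 66cl4, 1 of 9 such runs called the list higher by camera. In controls, the NK list was 1.09 higher in BALB/c than in NSG mice in 67NR (camera adjusted p = 9.09e-10, and 0.0137 with an estimated correlation) and 0.61 higher in 66cl4 (6.39e-05, and 0.121). The skeletal muscle mean ran from 8.89 to 10.94 in 66cl4 controls of BALB/c mice and from 6.12 to 6.26 in 67NR controls of BALB/c mice. In 66cl4 tumors from NSG mice, T cell (0.17), checkpoint (0.19) and lymph node (0.18) lists were called higher, and fibroblast (-0.32), epithelial (-0.31) and macrophage (-0.09) lists lower, by camera at its preset correlation, with an estimated adjusted p from 0.450 to 0.526. NSG mice lack T cells, so the T cell call, held in 9 of 9 runs with a tumor left out, cannot come from T cells. A call by camera at its preset correlation alone, in BALB/c mice too, therefore need not mean more of the cells a list is named for. Without Control replicate 1 the epithelial (0.012), fibroblast (-0.152) and macrophage (-0.062) calls were lost, the lymph node call was lost in 5 of 9 runs with a tumor left out, and without Control replicate 3 the fibroblast median was -0.647.

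Other splits of the tumors were fitted the same way. At an adjusted p of 0.05, the real count was 0 in 67NR BALB/c (highest other 852) and 66cl4 NSG (highest other 3), a count that 84 of 84 splits reach whatever the data, so these splits decide nothing. At an unadjusted p of 0.01, chance cannot be excluded in 67NR BALB/c, where 14 of 84 splits gave 190 or more genes (highest other 1441), nor in 66cl4 NSG, where 14 gave 210 or more (highest other 1147). The share of splits that reached the real count was under 0.05, not adjusted for the number of such tests, in 66cl4 BALB/c and 67NR NSG. In 66cl4 BALB/c, 2 of 84 splits gave 23 or more genes (highest other 671) and 2 gave 1274 or more (highest other 1638). In 67NR NSG, 2 of 84 gave 141 or more (highest other 364) and 3 gave 686 or more (highest other 1211). Chance is less likely there but not excluded, as other splits gave more genes. Splits that call several times the real count, as in 67NR BALB/c, 66cl4 BALB/c and 66cl4 NSG, point to a structure of the samples, and its source was not tested. For the interferon gamma response list, 1 of 84 splits was as high in 67NR BALB/c (2.04, highest other 1.67) and 2 of 84 in 66cl4 BALB/c (0.853, highest other 0.862), but as the list was picked by its result, these splits decide nothing.

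For differences of the BPTF KD effect, the real count was 0 between hosts in 67NR (highest other 62) and in 66cl4 (highest other 1871) and between cell lines in BALB/c mice (highest other 2637). As 100 of 100 regroupings reach 0 whatever the data, they decide nothing. Between cell lines in NSG mice 1 of 100 regroupings, the real split, gave 119 genes (highest other 117). That share makes chance less likely but, with another regrouping so close, does not exclude it. For the control contrasts, the 10 splits are too few to tell (1 of 10 each): 3667 genes between cell lines in BALB/c and 4565 in NSG mice, and 828 and 2732 between hosts in 67NR and 66cl4, each with 0 in the highest other split.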
